A study of Arabidopsis thaliana with 8 samples. Its data were reported in "Interplay between coding and non-coding regulation drives the Arabidopsis seed-to-seedling transition" (2024).

How the data were processed

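Counts and normalized values came from 2 tables deposited by the authors, with 30223 ACRs and 8 libraries each. The deposited count table gives, in counts, reads per ACR and library. The other table gives CPM, counts scaled to a common library size, that the authors scaled with offsets from the R package csaw, which depend on the abundance of an ACR. The submitters' processing notes name fastp 0.23.4, Bowtie2 2.4.4, SAMtools 1.14, Genrich 0.6.1, MACS3 3.0.0b3, bedtools 2.30.0 and R 4.3.1. By these notes and the methods, reads were trimmed, aligned to TAIR10, stripped of organellar, duplicate, poorly mapped and blacklisted reads, and peaks kept in both replicates of a stage were merged over stages. Reads, alignments and peaks of single libraries were not used here. Every column of both tables had its sample, and 0 were left out.

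Trended offsets were recomputed from the counts with the loess fit of limma 3.58.1 (span 0.3). The largest difference from the offsets implied by the deposited values was 1.4e-12 on the log scale, apart from 2 ACRs with a count of 0 in a library. The genome and annotation were TAIR10 with its chromosome lengths compared first, and 1 ACR each on chromosomes 4 and 5 runs past the end. An ACR belongs to the class of its summit: promoter (400 bp upstream to 100 bp downstream of an annotated transcription start) or otherwise gene body, pseudogene or intergenic. Transposable elements were planned as a class, but their annotation was not used here. A gene was represented by its promoter ACR with the highest mean CPM. All intervals are 1-based.

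Stages were compared with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with 1 model for all 4 stages, no block, no filter and Benjamini-Hochberg adjustment over all 30223 ACRs in each comparison, at an adjusted p under 0.05. The common dispersion was 0.00947 (biological coefficient of variation 9.73%), with 4 residual and a median of 190.8 prior degrees of freedom. The study does not give its edgeR version in the sources used here, so the earlier form of the test was added as an alternative. A test over all 4 stages used 3 contrasts at once, and an ACR it called was assigned to the stage with the highest mean CPM. The SE of a log2 fold change was its absolute value divided by the square root of F. Comparisons that share a stage share its libraries and their chance deviations.

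Of 17 gene lists fixed before the data were examined, with 402 members, 16 had a measured gene and were tested in each of 4 comparisons with camera (limma, preset correlation 0.01), adjusted over all 64 tests, of which 23 passed. Another 10 proposed members were dropped because the annotation pairs their gene ID with another symbol. The lists cover ABA signaling and response, LEA and dehydrins, seed storage proteins and oil bodies, seed maturation regulators, small heat shock and chaperone genes, gibberellin and germination growth, lipid mobilization and the glyoxylate cycle, cytosolic ribosomal proteins, DNA replication and cell cycle, photosynthesis, light signaling and the clock, cell wall and expansion, auxin, meristem and organ patterning, seed coat markers, floral organ identity (not expected to respond), reference genes, and endosperm markers, of which 0 of 9 had a promoter ACR. Calls on members were also made with p-values adjusted over the list alone. For a result that did not pass, an alternative is counted as the same when it did not pass there either. A range called alternatives spans all other settings of a result, which for motifs include the reversed consensus used as a control.

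Single genes were named by a rule fixed before the data were examined. It takes the 6 largest rises and 6 largest falls among promoter ACRs of protein-coding genes with a symbol that passed the test, had a mean of at least 10 CPM and had libraries of the stages that did not overlap. It adds up to 4 genes per list by smallest p and 12 loci chosen beforehand, with ACRs inside or up to 5000 bp upstream. The text prints a subset of these in the same order. A gene that the rule names is not reported here. DOG1 and PIN4 had no promoter ACR, and BRD13, whose name matched no gene ID, was not analysed here. RGA1 is the annotation's symbol for RGA. TMM denotes both a gene and, in TMM factors, a normalization method.

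The 15 motifs were sought on both strands within 250 bp of summits, and ACRs with and without a motif were compared with camera and with Fisher's exact test, 2-sided, which treats ACRs as independent. The reversed consensus served as a control of base composition. Position classes were compared with Fisher's exact test between ACRs highest at a stage and those highest at the others.

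Alternatives fixed beforehand included TMM factors, DESeq2 size factors, total counts, offsets corrected by a loess fit on GC content (GC-corrected offsets) and the DESeq2 1.42.0 Wald test. Also fixed were a count filter, the ACRs above the median of mean CPM, the 2 stages alone and a replicate block with and without GC correction. Further ones were each library left out, a 2-fold threshold, promoters reaching 1000 bp upstream and the ACR nearest to the start. Lists had estimated correlation and fry, and motifs a 100 bp window, GC-matched ACRs (20 GC bins) and promoter ACRs. Chloroplast-like ACRs were found with BLAST 2.17.0 at 80% identity or more over at least 50% of the ACR. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and SciPy 1.17.1, and figures drawn with matplotlib 3.10.9.

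The fit was tried on simulated counts with the depth and dispersion of the data, with 67, 67 and 66 of 30223 ACRs changed 1.5-fold, 2-fold and 4-fold. It recovered 25.4%, 68.7% and 100% between L6 and DS, 14.9%, 53.7% and 98.5% between L26 and L6, 11.9%, 43.3% and 86.4% between L57 and L26, and 14.9%, 50.7% and 98.5% between L57 and DS. Unchanged ACRs made up 5.84%, 3.48%, 4.08% and 7.63% of the calls. Far fewer ACRs were changed here than were called in the data, so the shares recovered need not hold there. The counts were drawn from the fitted dispersion trend, so the share of unchanged ACRs among calls does not test that model.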

Results

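ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into DNA that is not wrapped around nucleosomes, was used to follow accessible chromatin regions (ACRs) from the dry seed to the seedling of Arabidopsis thaliana, accession Col-0. The 8 libraries came from 4 stages with 2 libraries each. Dry seeds are abbreviated DS, germinating seeds after 6 h and 26 h of light are L6 and L26, and seedlings after 57 h of light are L57. Light was given after stratification, a cold and dark period in water. By the labels, embryos of germinating seeds were pressed out and separated from seed coats on sucrose before nuclei were taken. The labels do not say how dry seeds and seedlings were handled. Comparisons that involve DS or L57 may therefore also compare different tissues, which cannot be told apart from a change of chromatin. Total counts over ACRs were 3697787 and 3734831 in the DS libraries, 3142490 and 3302541 at L6, 2089834 and 2531844 at L26, and 1534759 and 1853894 at L57. The median count per ACR fell from 82 and 83 in DS to 39 and 46 at L57, so changes against L57 were measured with less precision.

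The 30223 ACRs had a median width of 522 bp. Their summits lay in gene bodies in 38.7%, in promoters in 33.4%, between genes in 21.3% and in annotated pseudogenes in 6.58% of cases, and 10321 of 27562 protein-coding genes had a promoter ACR. Pearson correlations of log2(CPM + 1) across ACRs were 0.960 between the DS replicates, 0.944 at L6, 0.926 at L26 and 0.914 at L57, against 0.748 to 0.865 over the 24 pairs of libraries from different stages. Replicates of a stage differed by more than counting noise, with chi-square values per degree of freedom of 1.76, 1.85, 1.97 and 1.85. The labels do not say that the replicates came from separate cultures, so p-values measure the spread between these libraries, which may be technical. With a median of 190.8 prior against 4 residual degrees of freedom, that spread was mostly shared between ACRs. Positions are on TAIR10, and the feature named with a position is the annotation under the ACR summit. Changes of single ACRs are log2 fold changes ± SE from edgeR, and CPM values are means ± SD, with n = 2 libraries per stage throughout. For every ACR named below as risen or fallen, both libraries of one stage lay above both of the other, which chance alone gives in 33.3% of ACRs.

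**Figure D1:**
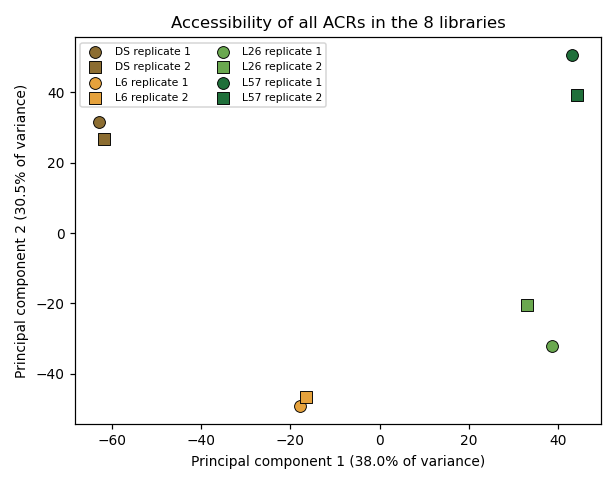
Principal components of log2(CPM + 1) over all ACRs, with each point 1 library, colored by stage, and both axes in component units. The first component held 38.0% and the second 30.5% of the variance, and the 2 libraries of each stage lay beside each other.

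The comparison of L6 with DS asked which regions differed between the dry seed and the germinating seed after 6 h of light. The interval also includes imbibition and stratification, and the tissue taken may differ. Promoters of the desiccation and reserve programme fell. Lower ACRs were found at 16 of 20 measured late embryogenesis abundant (LEA) and dehydrin genes, 10 of 11 storage and oil body genes and 7 of 8 small heat shock and chaperone genes, with median log2 fold changes of -0.63, -0.93 and -1.02. The dehydrin gene RAB18 (AT5G66400, chr 5, 26518487 to 26519897, 5' UTR) fell by 1.90 ± 0.10, from 299.9 ± 13.7 to 80.4 ± 3.13 CPM. In the other direction XTH9 (AT4G03210, chr 4, 1414756 to 1416073, 5' UTR), a gene of cell wall xyloglucan remodeling, rose by 2.03 ± 0.11, from 43.0 ± 1.05 to 176 ± 17 CPM.

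The 6 largest rises at promoters were at RSW10 (AT1G71100, chr 1, 26814046 to 26814569, 3' UTR), a ribose 5-phosphate isomerase gene (2.61 ± 0.22) and the cation channel gene CNGC12 (AT2G46450, chr 2, 19065144 to 19065863, 5' UTR) with 2.54 ± 0.18. RGA1 (AT2G01570, chr 2, 257632 to 257845, intergenic), which encodes a DELLA repressor of gibberellin responses, rose by 2.397 ± 0.31. It was followed by the transcription factor gene LBD39 (AT4G37540, chr 4, 17640919 to 17641386, intergenic) with 2.31 ± 0.20 and an intronic ACR of ABI5 (AT2G36270, chr 2, 15206631 to 15207041, intron) with 2.18 ± 0.27. The last was the carboxypeptidase-like gene scpl29 (AT4G30810, chr 4, 15002707 to 15003496, 5' UTR) with 2.17 ± 0.20. Adjusted p-values of these rises ran from 3.93e-28 (CNGC12) to 4.4e-11 (RGA1). Among the 6 largest falls were 3 heat stress genes, HSP70 (AT3G12580, chr 3, 3993011 to 3994051, 5' UTR) with -2.38 ± 0.16, HSP101 (AT1G74310, chr 1, 27939152 to 27940401, 5' UTR) with -2.20 ± 0.17 and HSP17.6A (AT5G12030, chr 5, 3884088 to 3885249, intergenic) with -2.03 ± 0.12. The gibberellin-regulated GASA3 (AT4G09600, chr 4, 6073446 to 6074066, intergenic) changed by -2.24 ± 0.17. Next were the cytochrome P450 gene CYP71A15 (AT5G24950, chr 5, 8597393 to 8598309, intergenic) with -2.00 ± 0.18 and the storage albumin gene SESA5 (AT5G54740, chr 5, 22238366 to 22240004, intergenic) with -1.97 ± 0.13. Their adjusted p-values ran from 4.67e-39 (HSP17.6A) to 1.91e-20 (CYP71A15).

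Of 20 measured LEA genes, 0 rose, 16 fell and 4 did not pass the test (0 higher and 16 lower adjusted over the list alone). The LEA list had adjusted p = 1.64e-19 in the set test and adjusted p = 0.0353 with an estimated correlation (alternatives 3.49e-20 to 0.0353). Examples were LEA (AT2G21490, chr 2, 9206663 to 9207782, intergenic), a dehydrin gene, with -1.56 ± 0.11, and ATECP31 (AT3G22500, chr 3, 7972629 to 7973415, intergenic) with -1.64 ± 0.15. Of 11 measured storage genes, 0 rose, 10 fell and 1 did not pass (0 and 10 adjusted over the list alone). The storage list had adjusted p = 1.64e-19, and adjusted p = 0.0355 with an estimated correlation (alternatives 2.41e-22 to 0.0355). The cruciferin gene CRA1 (AT5G44120, chr 5, 17757556 to 17759010, intergenic) fell by 1.22 ± 0.11, from 218 ± 20.6 to 93.4 ± 4.36 CPM, and TIP3;1 (AT1G73190, chr 1, 27521686 to 27523318, intergenic), which encodes an aquaporin of the protein storage vacuole, changed by -1.33 ± 0.13. Of 8 measured heat shock genes, 0 rose, 7 fell and 1 did not pass (0 and 8 adjusted over the list alone). The heat shock list had adjusted p = 5.75e-23, and adjusted p = 0.0353 with an estimated correlation (alternatives 1.28e-23 to 0.0353). Of 20 measured abscisic acid (ABA) genes, 3 rose, 9 fell and 8 did not pass (4 and 9 adjusted over the list alone), with a median of -0.13 and adjusted p = 7.81e-05. That call was lost (adjusted p = 0.0657 with an estimated correlation (alternatives 4.57e-05 to 0.0657)). The NAC factor gene RD26 (AT4G27410, chr 4, 13709043 to 13710141, intergenic) fell by 1.137 ± 0.13, whereas ABI4 (AT2G40220, chr 2, 16797489 to 16798050, intergenic), a transcription factor gene of ABA signaling, rose by 1.56 ± 0.18, from 23.9 ± 7.09 to 70.9 ± 9.71 CPM. Of 6 measured maturation regulators, 1 rose, 3 fell and 2 did not pass (1 and 3 adjusted over the list alone), adjusted p = 0.163. Among them SOM (AT1G03790, chr 1, 953923 to 954739, intergenic) fell by 0.79 ± 0.10 and LEC1 (AT1G21970, chr 1, 7729394 to 7729825, 5' UTR), a master regulator of embryogenesis, rose by 1.81 ± 0.24. ABI3 and DOG1 are in both the ABA and the maturation list.

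None of the growth lists passed the set test at this step. Of 11 measured gibberellin genes, 3 rose, 0 fell and 8 did not pass (3 and 0 adjusted over the list alone), adjusted p = 0.115. The risen members were the DELLA genes RGA1, given above, and RGL3 (AT5G17490, chr 5, 5765870 to 5766774, intergenic) with 0.80 ± 0.13, and the biosynthesis gene GA20OX3 (AT5G07200, chr 5, 2245174 to 2245423, 5' UTR) with 1.136 ± 0.25. The call on RGL3 was lost with GC-corrected offsets (adjusted p = 0.0506) (alternatives 8.7e-11 to 0.0553), and that on GA20OX3 without DS replicate 1 (adjusted p = 0.0541) and in the DESeq2 test (0.0807) (alternatives 3.71e-05 to 0.0807). Of 13 measured lipid mobilization genes, 4 rose, 0 fell and 9 did not pass (5 and 0 adjusted over the list alone), adjusted p = 0.571, with LACS7 (AT5G27600, chr 5, 9741956 to 9742493, intergenic), a peroxisomal acyl-CoA synthetase gene, at 1.67 ± 0.25. Of 31 measured ribosomal genes, 11 rose, 1 fell and 19 did not pass (12 and 1 adjusted over the list alone), adjusted p = 0.181, for example UBQ2 (AT2G36170, chr 2, 15171788 to 15172181, intergenic) with 1.21 ± 0.24 and RPS18C (AT4G09800, chr 4, 6173456 to 6173900, intergenic) with 1.32 ± 0.27. Of 21 measured replication genes, 5 rose, 2 fell and 14 did not pass (6 and 2 adjusted over the list alone), adjusted p = 0.837, with the cytokinesis gene KN (AT1G08560, chr 1, 2711023 to 2711476, intergenic) at -1.16 ± 0.21 and the ribonucleotide reductase gene RNR1 (AT2G21790, chr 2, 9292830 to 9293359, intergenic) at 0.91 ± 0.24. Of 6 measured cell wall genes, 1 rose, 0 fell and 5 did not pass (1 and 0 adjusted over the list alone), adjusted p = 0.163, and the risen gene was XTH9. Of 5 measured auxin and patterning genes, 2 rose, 1 fell and 2 did not pass (2 and 1 adjusted over the list alone), adjusted p = 0.602. The bHLH gene SPT (AT4G36930, chr 4, 17413792 to 17414194, intergenic) rose by 1.142 ± 0.20.

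Of 24 measured light and clock genes, 10 rose, 2 fell and 12 did not pass (11 and 2 adjusted over the list alone), adjusted p = 0.145. The phytochrome-interacting factor genes PIF3 (AT1G09530, chr 1, 3075409 to 3075981, intergenic) and PIF5 (AT3G59060, chr 3, 21830277 to 21830969, 5' UTR) rose by 2.098 ± 0.19 and 0.99 ± 0.11, and BBX22 (AT1G78600, chr 1, 29565451 to 29567111, 5' UTR) fell by 0.90 ± 0.12. Of 49 measured photosynthesis genes, 9 rose, 3 fell and 37 did not pass (9 and 3 adjusted over the list alone), adjusted p = 0.875, with PSBO2 (AT3G50820, chr 3, 18892092 to 18892998, intergenic) at 0.98 ± 0.14, LHCB4.1 (AT5G01530, chr 5, 208683 to 209086, 5' UTR) at 1.33 ± 0.20 and PSAD2 (AT1G03130, chr 1, 753975 to 754937, 3' UTR) at -0.97 ± 0.17. Among 4 measured seed coat markers, none of them held by another list, 2 rose, 0 fell and 2 did not pass (2 and 0 adjusted over the list alone), adjusted p = 0.916. The floral list, which was taken as a group not expected to respond, had 1 measured gene, AP1 (AT1G69120, chr 1, 25986290 to 25986807, intergenic), which rose by 1.26 ± 0.26 (adjusted p = 0.163 in the set test). Among 13 measured reference genes, 3 rose, 0 fell and 10 did not pass (2 and 0 adjusted over the list alone), adjusted p = 0.875. None of the 9 endosperm markers had a promoter ACR.

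Of 30223 ACRs, 5324 were higher and 4333 lower at L6, of which 1758 and 676 changed at least 2-fold. The median change was 0.84 among higher and -0.72 among lower ACRs, with a median SE of 0.23 over all ACRs. Libraries of the 2 stages did not overlap in 5305 of the higher and 4322 of the lower ACRs, nor in 67.9% of all ACRs. Among the loci fixed beforehand, the larger promoter ACR of ABI5 (AT2G36270, chr 2, 15207417 to 15208705, intergenic) changed by -0.46 ± 0.10, EM6 (AT2G40170, chr 2, 16779896 to 16780782, 5' UTR) by -0.85 ± 0.13 and EM1 (AT3G51810, chr 3, 19214469 to 19214835, intergenic) by -0.01 ± 0.21, the last not passing the test (0.966). An ACR upstream of SPT (AT4G36930, chr 4, 17410020 to 17411031, intergenic) rose by 0.51 ± 0.09. Of all calls 55.1% were higher, against 44.7% with total counts and 71.1% in the DESeq2 test, which called 3189 higher and 1297 lower ACRs and no longer called the larger ABI5 ACR. GC-corrected offsets left 3592 higher and 3649 lower ACRs, with 49.6% of calls higher. With all libraries thinned to the depth of the smallest, a test chosen after the results were seen, 3124 ACRs were higher and 2300 lower. Without DS replicate 1 the counts were 3330 and 2513, and the lower count was 2497 without L6 replicate 1 and 2610 without L6 replicate 2.

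**Figure D2:**
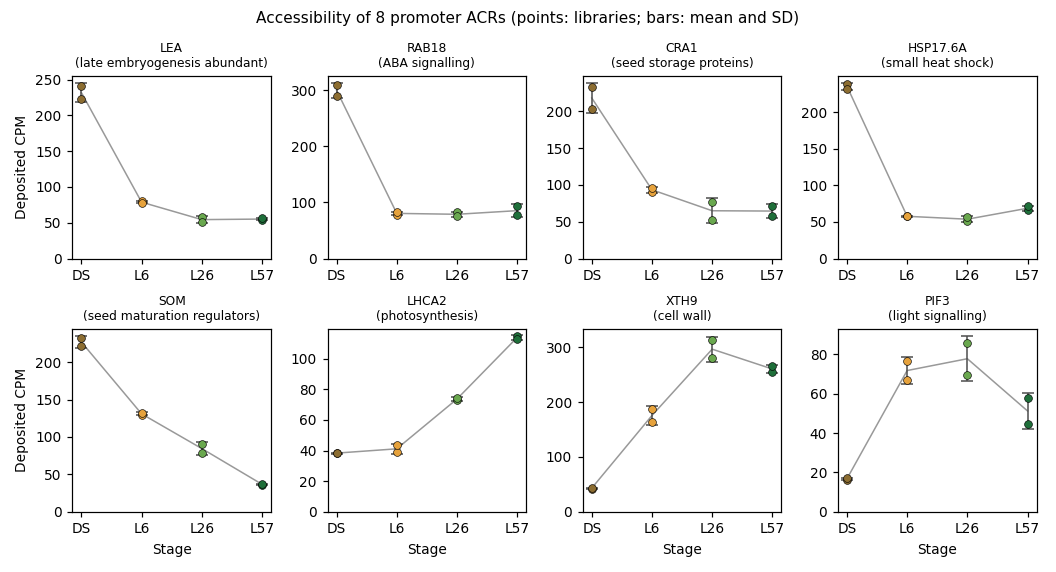
Deposited CPM of 8 promoter ACRs at each stage, where points are libraries and bars the mean with SD over n = 2. RAB18 lay at 299.9 ± 13.7 CPM in DS and 80.4 ± 3.13 at L6, and XTH9 at 43.0 ± 1.05 in DS and 175.7 ± 17 at L6.

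The comparison of L26 with L6 asked what changed between early germination and 26 h of light. Higher ACRs were found at 16 of 49 measured photosynthesis genes, with a median of 0.23. Lower ACRs were found at 11 of 20 LEA and dehydrin genes, with a median of -0.48, and at 3 of 6 maturation regulators, with a median of -0.65. None of these 3 lists kept its call with an estimated correlation, as the photosynthesis list had adjusted p = 0.0657 with an estimated correlation (alternatives 7.26e-07 to 0.0657). The antenna protein gene LHCB5 (AT4G10340, chr 4, 6407221 to 6408613, 5' UTR) rose by 1.08 ± 0.16, from 40.1 ± 3.87 to 84.8 ± 3.42 CPM, and the LEA gene EM6 fell by 1.45 ± 0.18, from 73.4 ± 6.77 to 26.7 ± 0.166 CPM.

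The largest rises were at PYK10 (AT3G09260, chr 3, 2843816 to 2845341, intergenic), a myrosinase-type glucosidase gene of root ER bodies, with 2.45 ± 0.17, and the methyltransferase gene HOL1 (AT2G43910, chr 2, 18186815 to 18187357, 5' UTR) with 2.19 ± 0.27. ATCSLA09 (AT5G03760, chr 5, 990433 to 990698, 5' UTR), which encodes a mannan synthase, rose by 1.99 ± 0.34. Next came the channel gene CNGC14 (AT2G24610, chr 2, 10456457 to 10457000, intergenic) with 1.85 ± 0.28 and the bHLH gene AIF1 (AT3G05800, chr 3, 1726460 to 1726975, intergenic) with 1.76 ± 0.28. The carboxypeptidase-like gene scpl10 (AT2G23000, chr 2, 9791860 to 9792290, intron) completed the 6 with 1.72 ± 0.31. The adjusted p-values ran from 4.19e-29 (PYK10) to 4.07e-06 (scpl10). The largest falls were at the dark-inducible glucosidase gene DIN2 (AT3G60140, chr 3, 22216023 to 22216742, intergenic) with -2.55 ± 0.21 and the PLETHORA-type gene AIL7 (AT5G65510, chr 5, 26185767 to 26186164, intron) with -2.12 ± 0.30. The transcription factor gene NAC060 (AT3G44290, chr 3, 15974780 to 15975636, 5' UTR) changed by -2.00 ± 0.19. ORP4C (AT5G57240, chr 5, 23193022 to 23193248, 5' UTR), an oxysterol-binding protein gene, changed by -2.00 ± 0.36 and ERF12 (AT1G28360, chr 1, 9951372 to 9952002, intergenic) by -1.76 ± 0.17. The indole glucosinolate methyltransferase gene IGMT2 (AT1G21120, chr 1, 7396794 to 7397316, intergenic) changed by -1.63 ± 0.25. Adjusted p-values of these 6 ran from 2.68e-21 (DIN2) to 4.55e-06 (ORP4C).

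Of 49 measured photosynthesis genes, 16 rose, 2 fell and 31 did not pass (17 and 2 adjusted over the list alone), adjusted p = 9.91e-07 at the preset correlation. Examples were LHCB5, given above, and LHCA2 (AT3G61470, chr 3, 22745097 to 22745964, intergenic) with 0.84 ± 0.16. The seed coat markers moved the same way, although by the labels embryos had been separated from seed coats. Among 4 measured seed coat markers, 3 rose, 0 fell and 1 did not pass (4 and 0 adjusted over the list alone). The seed coat list had a median of 0.83 and adjusted p = 0.00185, and adjusted p = 0.163 with an estimated correlation (alternatives 0.00102 to 0.163). The risen markers were TT8 (AT4G09820, chr 4, 6181538 to 6182018, 5' UTR) with 1.29 ± 0.30, GL2 (AT1G79840, chr 1, 30036466 to 30036958, intergenic) with 0.86 ± 0.23 and MUM4 (AT1G53500, chr 1, 19969447 to 19969817, 5' UTR) with 0.80 ± 0.28, and GL2 also acts in trichomes and the root epidermis. The call on TT8 was lost without L26 replicate 2 (adjusted p = 0.141) (alternatives 4.53e-05 to 0.141) and on GL2 without L6 replicate 2 (adjusted p = 0.128) (alternatives 0.000204 to 0.128). MUM4 lost its call without L6 replicate 1 (adjusted p = 0.0564), without L6 replicate 2 (0.259), without L26 replicate 1 (0.0553), without L26 replicate 2 (0.248) and in the DESeq2 test (0.0854) (alternatives 0.00564 to 0.259). Of 24 measured light and clock genes, 1 rose, 7 fell and 16 did not pass (2 and 7 adjusted over the list alone), adjusted p = 0.145, with HYH (AT3G17609, chr 3, 6023398 to 6024013, intergenic), a bZIP factor gene of the light response, at 0.93 ± 0.17 and PIF5 at -0.61 ± 0.12.

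Of 20 measured LEA genes, 0 rose, 11 fell and 9 did not pass (0 and 12 adjusted over the list alone). The LEA list had adjusted p = 1.67e-05, and adjusted p = 0.162 with an estimated correlation (alternatives 1.55e-11 to 0.162). Besides EM6, LEA7 (AT1G52690, chr 1, 19619061 to 19619951, intergenic) fell by 0.82 ± 0.14. Of 6 measured maturation regulators, 0 rose, 3 fell and 3 did not pass (0 and 5 adjusted over the list alone). The maturation list had adjusted p = 0.00243, and adjusted p = 0.162 with an estimated correlation (alternatives 9.74e-07 to 0.162). SOM fell by 0.64 ± 0.12 and the heat shock factor gene HSFA9 (AT5G54070, chr 5, 21943555 to 21944152, intergenic) changed by -0.92 ± 0.20. Of 20 measured ABA genes, 0 rose, 7 fell and 13 did not pass (0 and 7 adjusted over the list alone). The ABA list had a median of -0.16 and adjusted p = 0.0318, and adjusted p = 0.183 with an estimated correlation (alternatives 0.000565 to 0.183). The set call on the ABA list was also lost without L6 replicate 2 (0.0582), L26 replicate 1 (0.127) and L57 replicate 2 (0.0531). The ABA 8'-hydroxylase gene CYP707A2 (AT2G29090, chr 2, 12499580 to 12499984, intergenic) fell by 1.26 ± 0.19. The phosphatase gene HAI2 (AT1G07430, chr 1, 2282738 to 2283248, intergenic) fell by 0.63 ± 0.14, a call lost without L26 replicate 2 (adjusted p = 0.0712) (alternatives 9.26e-07 to 0.0712), and ABI4 fell by 0.78 ± 0.18. Of 11 measured storage genes, 2 rose, 2 fell and 7 did not pass (2 and 2 adjusted over the list alone), adjusted p = 0.875, and of 8 measured heat shock genes 0 rose, 0 fell and 8 did not pass (0 and 0 adjusted over the list alone), adjusted p = 0.652.

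Of 31 measured ribosomal genes, 0 rose, 7 fell and 24 did not pass (0 and 8 adjusted over the list alone). The ribosomal list had a median of -0.21 and adjusted p = 0.0469, and adjusted p = 0.259 with an estimated correlation (alternatives 0.0126 to 0.305). This call was lost without L6 replicate 1 (0.0509), L6 replicate 2 (0.0574), L26 replicate 1 (0.0845), L26 replicate 2 (0.0719), L57 replicate 1 (0.0504) or L57 replicate 2 (0.0619). RPL3A (AT1G43170, chr 1, 16266579 to 16266906, 5' UTR) fell by 1.39 ± 0.30. Of 11 measured gibberellin genes, 0 rose, 5 fell and 6 did not pass (2 and 6 adjusted over the list alone), adjusted p = 0.0961, with RGL3 at -0.74 ± 0.14 and RGA1 at -1.196 ± 0.29. The call on RGA1 was lost with GC-corrected offsets (adjusted p = 0.0539) and in the DESeq2 test (0.164) (alternatives 0.00128 to 0.164). Of 13 measured lipid mobilization genes, 0 rose, 2 fell and 11 did not pass (0 and 2 adjusted over the list alone), adjusted p = 0.612, including the peroxisomal transporter gene PXA1 (AT4G39850, chr 4, 18488010 to 18488581, non-coding exon) at -0.71 ± 0.18. Of 21 measured replication genes, 2 rose, 0 fell and 19 did not pass (1 and 0 adjusted over the list alone), adjusted p = 0.372, and of 6 measured cell wall genes 1 rose, 0 fell and 5 did not pass (1 and 0 adjusted over the list alone), adjusted p = 0.078. XTH9 rose further by 0.75 ± 0.10, a call lost in the DESeq2 test (adjusted p = 0.168) (alternatives 1.8e-12 to 0.168). Of 5 measured auxin and patterning genes, 1 rose, 1 fell and 3 did not pass (3 and 2 adjusted over the list alone), adjusted p = 0.799, with a median of 0.38 and a mean of -0.11 on opposite sides of 0. AP1 lay at 0.50 ± 0.22 without passing the test (adjusted p = 0.324 for the floral list). Among 13 measured reference genes, 1 rose, 1 fell and 11 did not pass (1 and 1 adjusted over the list alone), adjusted p = 0.872, with a median of -0.12, a mean of -0.01 and an upward set test.

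In total 2633 ACRs were higher and 2392 lower at L26, of which 876 and 613 changed at least 2-fold, with medians of 0.85 and -0.80 and a median SE of 0.25. Libraries did not overlap in 2622 and 2382 of these, nor in 54.4% of all ACRs. The larger ABI5 promoter ACR lay at 0.07 ± 0.11 without passing the test (0.711), and turned to -0.33 with TMM factors and -0.35 with DESeq2 size factors. EM1 fell by 1.07 ± 0.28, a call lost without L6 replicate 2 (adjusted p = 0.0573) and without L26 replicate 2 (0.105) (alternatives 0.00222 to 0.105). The ACR upstream of SPT lay at 0.05 ± 0.09 (0.796) and turned to -0.45 with TMM factors, -0.47 with DESeq2 size factors and in the DESeq2 test, and -0.36 with total counts. Of all calls 52.4% were higher, against 62.6% with total counts and 38.6% in the DESeq2 test, which called 1082 ACRs higher. The higher count was 1609 without L6 replicate 1, 1614 without L6 replicate 2 and 1547 without L26 replicate 2, and the lower count 1590 without L6 replicate 2 and 1153 without L26 replicate 2.

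The comparison of L57 with L26 asked what changed as germinating seeds became seedlings. Higher ACRs were found at 13 of 49 measured photosynthesis genes, with a median of 0.29, while promoters of 4 of 20 ABA genes, 5 of 13 lipid mobilization genes and 3 of 11 gibberellin genes fell. None of these 4 lists kept its call with an estimated correlation, as the photosynthesis list had adjusted p = 0.0573 with an estimated correlation (alternatives 1.25e-09 to 0.0573). The carbonic anhydrase gene CA1 (AT3G01500, chr 3, 197889 to 198563, 5' UTR) rose by 1.85 ± 0.26, from 14.0 ± 3.76 to 52.0 ± 6.33 CPM. ABI4 fell by 1.79 ± 0.29, from 41.2 ± 3.19 to 12.1 ± 3.93 CPM.

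After CA1 the largest rises were at the auxin-inducible growth genes SAUR63 (AT1G29440, chr 1, 10305169 to 10305643, intron) and SAUR68 (AT1G29510, chr 1, 10321987 to 10322518, intergenic), with 1.83 ± 0.31 and 1.78 ± 0.29. They were followed by IDL1 (AT3G25655, chr 3, 9338031 to 9338384, intergenic), which encodes a peptide related to the abscission signal IDA, with 1.77 ± 0.37. SOFL1 (AT1G26210, chr 1, 9066738 to 9067314, non-coding exon) rose by 1.76 ± 0.33. Adjusted p-values of the 5 ran from 1.33e-08 (CA1) to 0.000195 (IDL1). After ABI4 the largest falls were at the PLETHORA-type gene AIL5 (AT5G57390, chr 5, 23256385 to 23256858, 5' UTR) with -1.71 ± 0.21 and scpl18 (AT1G33540, chr 1, 12164779 to 12165167, intergenic) with -1.66 ± 0.37. HAI3 (AT2G29380, chr 2, 12607859 to 12608660, intergenic), a phosphatase gene that restrains ABA signaling, fell by 1.65 ± 0.30. Next was the glutathione transferase gene GSTU7 (AT2G29420, chr 2, 12618672 to 12619415, non-coding exon) with -1.60 ± 0.23. These 5 adjusted p-values ran from 3.22e-11 (AIL5) to 0.000541 (scpl18), and the call on scpl18 was lost without L57 replicate 2 (adjusted p = 0.0755) (alternatives 0.000457 to 0.0755).

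Of 49 measured photosynthesis genes, 13 rose, 0 fell and 36 did not pass (16 and 0 adjusted over the list alone), adjusted p = 3.22e-09 at the preset correlation. The antenna protein genes LHCB1.4 (AT2G34430, chr 2, 14524305 to 14524682, intergenic) and LHCB1.5 (AT2G34420, chr 2, 14523111 to 14523818, intergenic) rose by 1.54 ± 0.30 and 1.00 ± 0.20. Of 24 measured light and clock genes, 2 rose, 2 fell and 20 did not pass (2 and 2 adjusted over the list alone), adjusted p = 0.566, with a median of -0.06, a mean of -0.04 and an upward set test. Among these BBX22 rose by 1.08 ± 0.15 and HYH fell by 0.90 ± 0.19. Of 6 measured cell wall genes, 0 rose, 0 fell and 6 did not pass (0 and 0 adjusted over the list alone), adjusted p = 0.857, with a median of 0.04, a mean of -0.03 and an upward set test. Among 4 measured seed coat markers, 0 rose, 1 fell and 3 did not pass (0 and 2 adjusted over the list alone), adjusted p = 0.47, with TTG2 (AT2G37260, chr 2, 15644414 to 15644984, intergenic) at -0.57 ± 0.19. The call on TTG2 was lost with GC-corrected offsets (adjusted p = 0.0647), without L26 replicate 1 (0.103), without L26 replicate 2 (0.0698), without L57 replicate 1 (0.309), without L57 replicate 2 (0.061), with only the 2 stages compared (0.0524) and in the DESeq2 test (0.0602) (alternatives 0.00989 to 0.309).

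Of 20 measured ABA genes, 0 rose, 4 fell and 16 did not pass (1 and 5 adjusted over the list alone). The ABA list had a median of -0.27 and adjusted p = 0.0373, and adjusted p = 0.189 with an estimated correlation (alternatives 0.00158 to 0.189). The ABA call was lost without L26 replicate 2 (0.119) and L57 replicate 2 (0.179). Its fallen members included ABI4 and HAI3. Of 13 measured lipid mobilization genes, 0 rose, 5 fell and 8 did not pass (0 and 6 adjusted over the list alone). The lipid list had a median of -0.37 and adjusted p = 0.00243, and adjusted p = 0.183 with an estimated correlation (alternatives 0.000154 to 0.183). Without L57 replicate 2 that p was 0.0619. The thiolase gene KAT2 (AT2G33150, chr 2, 14050805 to 14051905, 5' UTR) fell by 0.65 ± 0.15. Of 11 measured gibberellin genes, 0 rose, 3 fell and 8 did not pass (0 and 5 adjusted over the list alone). The gibberellin list had a median of -0.56 and adjusted p = 0.011, and adjusted p = 0.341 with an estimated correlation (alternatives 0.000195 to 0.369), and without L57 replicate 2 the p was 0.369. RGL3, a repressor gene of the pathway, fell by 1.15 ± 0.20. AP1, the 1 measured gene of the floral list, fell by 1.34 ± 0.28, with adjusted p = 0.0318 in the set test. The form of the test that estimates a correlation gave adjusted p = 0.211 (alternatives 0.000784 to 0.211), although 1 gene has no correlation to estimate. The call was also lost without L26 replicate 2 and without L57 replicate 2.

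Of 8 measured heat shock genes, 1 rose, 0 fell and 7 did not pass (1 and 0 adjusted over the list alone). The heat shock list had a median of 0.29 and adjusted p = 0.0318, and adjusted p = 0.304 with an estimated correlation (alternatives 0.00496 to 0.304). The set call was lost without L26 replicate 1 (0.17) and L57 replicate 2 (0.0971). Of 20 measured LEA genes, 1 rose, 5 fell and 14 did not pass (2 and 7 adjusted over the list alone), adjusted p = 0.163, with AT4G21020 (chr 4, 11227547 to 11228412, intergenic) at -1.12 ± 0.23 and LEA7 at -0.97 ± 0.20. Of 11 measured storage genes, 1 rose, 1 fell and 9 did not pass (2 and 1 adjusted over the list alone), adjusted p = 0.115, and the list passed without L57 replicate 2 (0.00682, range over its alternatives 0.00682 to 0.65). Of 6 measured maturation regulators, 0 rose, 2 fell and 4 did not pass (0 and 3 adjusted over the list alone), adjusted p = 0.137, and SOM fell by 1.195 ± 0.18. Of 21 measured replication genes, 0 rose, 5 fell and 16 did not pass (0 and 5 adjusted over the list alone), adjusted p = 0.145. Of 31 measured ribosomal genes, 0 rose, 0 fell and 31 did not pass (0 and 0 adjusted over the list alone), adjusted p = 0.664, and of 5 measured auxin and patterning genes 1 rose, 1 fell and 3 did not pass (1 and 1 adjusted over the list alone), adjusted p = 0.945. Among 13 measured reference genes, 0 rose, 1 fell and 12 did not pass (0 and 1 adjusted over the list alone), adjusted p = 0.875.

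In total 2276 ACRs were higher and 1871 lower at L57, of which 833 and 793 changed at least 2-fold, with medians of 0.91 and -0.94 and a median SE of 0.28. Libraries did not overlap in 2270 and 1865 of these, nor in 54.5% of all ACRs. The larger ABI5 promoter ACR fell by 0.48 ± 0.13, a call lost without L26 replicate 2 (adjusted p = 0.0648), without L57 replicate 1 (0.0612) and without L57 replicate 2 (0.0743) (alternatives 1.55e-05 to 0.0743). EM1 lay at -0.37 ± 0.38 and EM6 at 0.47 ± 0.24, neither passing the test (0.559 and 0.171). Of all calls 54.9% were higher, against 41.5% in the DESeq2 test, which called 816 higher and 1149 lower ACRs. The higher count was 1325 without L26 replicate 1, 1313 without L26 replicate 2, 1012 without L57 replicate 1 and 1050 without L57 replicate 2, and the lower count 1124 without L26 replicate 1, 757 without L57 replicate 1 and 792 without L57 replicate 2.

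**Figure D3:**
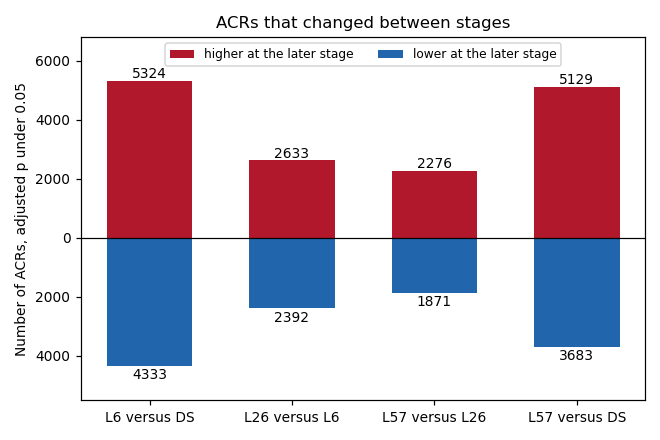
Number of ACRs higher (bars above 0) and lower (bars below 0) in each comparison by the edgeR quasi-likelihood test. There were 5324 higher and 4333 lower ACRs between L6 and DS, and 3124 and 2300 with all libraries thinned to the depth of the smallest.

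The comparison of L57 with DS asked how the seedling differed from the dry seed over the whole transition. Photosynthesis promoters were higher at 34 of 49 measured genes, with a median of 0.78, and LEA and dehydrin promoters lower at 19 of 20, with a median of -1.69. Lower ACRs were also found at 13 of 20 ABA genes, 8 of 11 storage genes and 7 of 8 heat shock genes, of which the storage and heat shock lists lost their calls with an estimated correlation. LHCA2 rose by 1.57 ± 0.16, from 38.3 ± 0.343 to 114 ± 1.61 CPM, and SOM, which encodes a zinc finger repressor of light-induced germination, fell by 2.63 ± 0.15, from 227 ± 7.44 to 36.7 ± 0.45 CPM.

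The largest rises were at the auxin-response repressor gene ATAUX2-11 (AT5G43700, chr 5, 17549693 to 17550479, intergenic) with 2.93 ± 0.17 and XTH9 with 2.60 ± 0.12. They were followed by AIF1 with 2.57 ± 0.38 and the B-box factor gene BBX14 (AT1G68520, chr 1, 25710790 to 25711244, intergenic) with 2.47 ± 0.27. SAUR15 (AT4G38850, chr 4, 18125539 to 18126141, intergenic) rose by 2.37 ± 0.21 and BZIP61 (AT3G58120, chr 3, 21523252 to 21523807, 5' UTR) by 2.32 ± 0.28. The 6 adjusted p-values ran from 9.06e-50 (XTH9) to 5.91e-09 (AIF1). The largest falls were at the nitrate transporter gene NRT1.8 (AT4G21680, chr 4, 11520117 to 11520559, intergenic) with -3.08 ± 0.32 and GASA3 with -3.06 ± 0.22. The aldehyde oxidase gene AO1 (AT5G20960, chr 5, 7116178 to 7116884, intergenic) changed by -2.84 ± 0.20 and the reticulon-like gene RTNLB13 (AT2G23640, chr 2, 10056998 to 10057625, intergenic) by -2.81 ± 0.23. SOM and the glutamine synthetase gene GLN1;5 (AT1G48470, chr 1, 17913258 to 17913721, intergenic) with -2.58 ± 0.25 completed these 6 falls. Their adjusted p-values ran from 5.41e-38 (SOM) to 6.33e-16 (NRT1.8).

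Of 20 measured LEA genes, 1 rose, 19 fell and 0 did not pass (1 and 19 adjusted over the list alone). The LEA list had adjusted p = 2.96e-25, and adjusted p = 0.0353 with an estimated correlation (alternatives 9.59e-33 to 0.0353). LEA lay at -2.07 ± 0.14, LEA7 at -2.21 ± 0.17 and ATECP31 at -2.36 ± 0.19. Of 20 measured ABA genes, 0 rose, 13 fell and 7 did not pass (0 and 14 adjusted over the list alone). The ABA list had a median of -0.97 and adjusted p = 1.34e-09, and adjusted p = 0.0353 with an estimated correlation (alternatives 5.96e-13 to 0.0353). RAB18 lay at -1.83 ± 0.12 and the phosphatase gene AHG1 (AT5G51760, chr 5, 21026485 to 21026973, intergenic) at -2.12 ± 0.23. Of 11 measured storage genes, 0 rose, 8 fell and 3 did not pass (0 and 9 adjusted over the list alone). The storage list had a median of -0.83 and adjusted p = 8.8e-09, but adjusted p = 0.115 with an estimated correlation (alternatives 3.8e-13 to 0.115). CRA1 lay at -1.77 ± 0.14 and SESA5 at -1.42 ± 0.14. Of 6 measured maturation regulators, 0 rose, 3 fell and 3 did not pass (0 and 4 adjusted over the list alone). The maturation list had a median of -0.96 and adjusted p = 7.07e-05, but adjusted p = 0.115 with an estimated correlation (alternatives 4.81e-10 to 0.115). HSFA9 fell by 2.21 ± 0.23. Of 8 measured heat shock genes, 0 rose, 7 fell and 1 did not pass (0 and 7 adjusted over the list alone). The heat shock list had a median of -0.95 and adjusted p = 2.94e-08, but adjusted p = 0.0712 with an estimated correlation (alternatives 1.33e-10 to 0.0712). HSP17.6A lay at -1.77 ± 0.13 and HSP70 at -2.20 ± 0.18.

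Of 49 measured photosynthesis genes, 34 rose, 0 fell and 15 did not pass (36 and 1 adjusted over the list alone). The photosynthesis list had adjusted p = 8.11e-13, and adjusted p = 0.0353 with an estimated correlation (alternatives 3.09e-13 to 0.0353). Besides LHCA2, the phosphoribulokinase gene PRK (AT1G32060, chr 1, 11531496 to 11532545, intergenic) rose by 1.27 ± 0.16 and LHCB5 by 1.204 ± 0.15. Among 4 measured seed coat markers, 2 rose, 0 fell and 2 did not pass (2 and 0 adjusted over the list alone), with a median of 0.71, adjusted p = 0.145. GL2 rose by 1.139 ± 0.29 and TT8 by 1.07 ± 0.29, and the call on GL2 was lost without L57 replicate 2 (adjusted p = 0.201) (alternatives 8.65e-05 to 0.201). Of 6 measured cell wall genes, 1 rose, 0 fell and 5 did not pass (1 and 0 adjusted over the list alone). The cell wall list had a median of 0.22 and adjusted p = 0.011, but adjusted p = 0.242 with an estimated correlation (alternatives 0.00198 to 0.242). XTH9 was the risen member. Of 24 measured light and clock genes, 5 rose, 3 fell and 16 did not pass (5 and 3 adjusted over the list alone), adjusted p = 0.575, with PIF3 at 1.59 ± 0.23, PIF5 at 0.89 ± 0.13 and the clock gene ELF4 (AT2G40080, chr 2, 16734459 to 16735475, intergenic) at -1.09 ± 0.16.

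Of 11 measured gibberellin genes, 1 rose, 4 fell and 6 did not pass (1 and 4 adjusted over the list alone), adjusted p = 0.179, and the list passed without L57 replicate 1 (0.044, range over its alternatives 0.044 to 0.712). The gibberellin receptor gene GID1A (AT3G05120, chr 3, 1430176 to 1430503, intergenic) changed by -1.41 ± 0.21 and RGL3 by -1.10 ± 0.19. Of 13 measured lipid mobilization genes, 1 rose, 6 fell and 6 did not pass (1 and 6 adjusted over the list alone), adjusted p = 0.115, with the malate synthase gene MLS (AT5G03860, chr 5, 1034144 to 1035521, intron) at -0.54 ± 0.14. Of 21 measured replication genes, 3 rose, 5 fell and 13 did not pass (4 and 6 adjusted over the list alone), adjusted p = 0.945, with a median of 0.01, a mean of -0.01 and a downward set test. The replication licensing gene CDC6 (AT2G29680, chr 2, 12688486 to 12689359, 5' UTR) rose by 1.38 ± 0.20, and the mitotic kinase gene AUR2 (AT2G25880, chr 2, 11036861 to 11037737, intron) fell by 0.76 ± 0.12. Of 31 measured ribosomal genes, 2 rose, 6 fell and 23 did not pass (2 and 6 adjusted over the list alone), adjusted p = 0.622, and of 5 measured auxin and patterning genes 3 rose, 1 fell and 1 did not pass (3 and 1 adjusted over the list alone), adjusted p = 0.575. The auxin-response gene IAA19 (AT3G15540, chr 3, 5263589 to 5264335, intergenic) rose by 0.73 ± 0.20, a call lost without DS replicate 2 (adjusted p = 0.0623) (alternatives 0.000611 to 0.0623). AP1 lay at 0.42 ± 0.33 (adjusted p = 0.746 for the floral list). Among 13 measured reference genes, 3 rose, 2 fell and 8 did not pass (4 and 3 adjusted over the list alone), adjusted p = 0.875, with a median of -0.02 and a mean of 0.01. AT4G34270 (chr 4, 16405882 to 16407096, intergenic) rose by 1.00 ± 0.17. UBQ10 (AT4G05320, chr 4, 2716840 to 2718267, 5' UTR) rose by 0.32 ± 0.11 but turned to -0.26 with TMM factors, -0.23 with DESeq2 size factors, -0.16 with total counts and -0.24 in the DESeq2 test.

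In total 5129 ACRs were higher and 3683 lower at L57, of which 2306 and 1535 changed at least 2-fold, with medians of 0.95 and -0.92 and a median SE of 0.26. Libraries did not overlap in 5112 and 3673 of these, nor in 63.6% of all ACRs. The larger ABI5 promoter ACR changed by -0.87 ± 0.12, EM1 by -1.45 ± 0.30 and EM6 by -1.83 ± 0.17. GAPA1 (AT3G26650, chr 3, 9794479 to 9795286, 3' UTR), a photosynthetic glyceraldehyde 3-phosphate dehydrogenase gene, rose by 1.03 ± 0.18. The ACR upstream of SPT rose by 0.55 ± 0.10 but turned to -0.16 with TMM factors, -0.14 with DESeq2 size factors and in the DESeq2 test, and -0.06 with total counts, while its promoter ACR lay at -0.35 ± 0.29 without passing the test (0.384). Without L57 replicate 2 the counts were 3321 and 2305, and the DESeq2 test called 3390 ACRs higher.

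**Figure D4:**
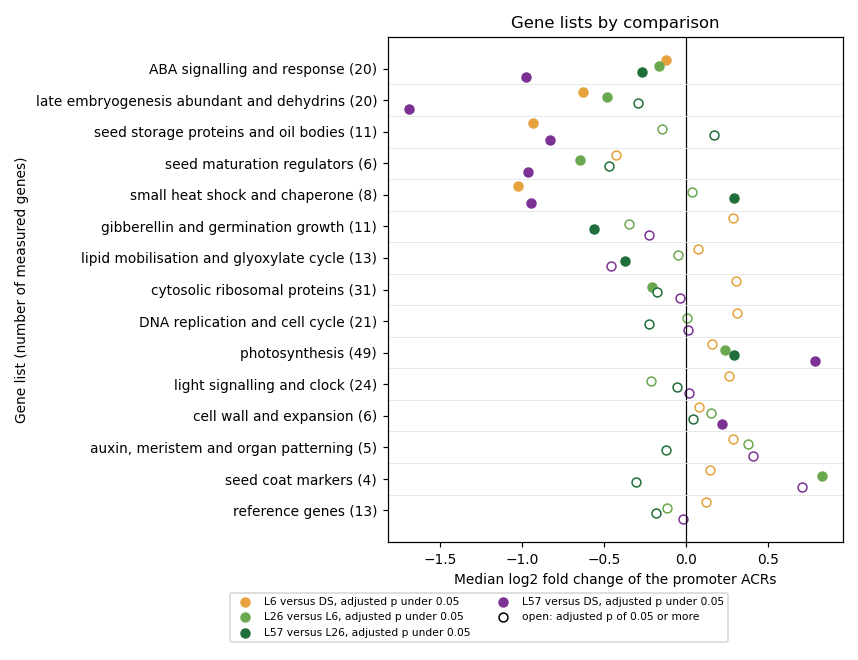
Median log2 fold change of each gene list (horizontal axis, log2 units) in the 4 comparisons, with filled points for lists with an adjusted p under 0.05 in the camera test at its preset correlation. The LEA list lay at -1.69 and the photosynthesis list at 0.78 between L57 and DS.

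The test over all 4 stages asked when each ACR was most accessible. It found 17111 ACRs that differed between stages, of which 4499 (26.3%) were highest in DS, 4355 (25.5%) at L6, 3587 (21.0%) at L26 and 4670 (27.3%) at L57. The split depended on scaling. At L6 the number was 5176 with DESeq2 size factors, 3628 with total counts and 3331 with GC-corrected offsets. At L57 it was 4752, 6316 and 4396 in that order. Promoters made up 47.0% of ACRs highest at L6 against 28.8% of those highest at other stages (two-sided Fisher's exact test, adjusted p = 3.33e-103). Gene bodies made up 50.6% of ACRs highest at L57 against 27.2% of the others (adjusted p = 2.4e-175). Intergenic ACRs were over-represented at L26, with 39.8% against 24.8% (adjusted p = 7.6e-67). These promoter and intergenic shares were not computed with GC-corrected offsets. Both classes had low GC, with means of 36.5% and 33.9%. The change from DS to L6 fell as GC rose (Spearman correlation -0.452), so part of the L6 excess may go with GC. Pseudogene ACRs made up 13.6% of ACRs highest in DS against 1.96% of the others (adjusted p = 6.77e-176), and the odds ratio of 7.90 fell to 1.72 with GC-corrected offsets. Gene body ACRs were also more frequent in DS, with 39.3% against 31.6%. ACRs are not independent replicates, so these p-values describe the list of ACRs. The share of promoters in DS (28.3% against 35.2%) no longer differed among ACRs that changed at least 2-fold between their highest and lowest stages (30.2% in both groups, adjusted p = 1), and the excess at L26 (34.9% against 33.0%) turned to 30.1% against 30.3% (0.953).

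**Figure D5:**
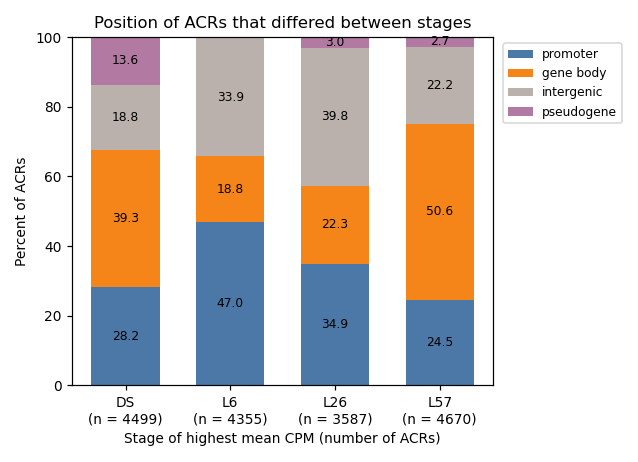
Percent of ACRs in promoters, gene bodies, intergenic sequence and annotated pseudogenes (stacked bars, vertical axis in percent) by the stage at which CPM was highest. Promoters made up 47.0% at L6, gene bodies 50.6% at L57 and pseudogenes 13.6% in DS, and the last excess was smaller with GC-corrected offsets. The promoter share was not computed with those offsets.

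Sequence motifs within 250 bp of ACR summits were compared to ask which binding sites go with the changes. The ABA-responsive element (ABRE), bound by bZIP factors such as ABI5, was present at 4007 ACRs. Between L57 and DS 23.56% of these fell, against 10.4% of ACRs without it (two-sided Fisher's exact test, adjusted p = 7.77e-103), and for the related G-box the shares were 22.9% and 10.4% (adjusted p = 3.74e-101). From L6 to L26, 13.1% of ABRE ACRs fell, against 7.12% of ACRs without it (Fisher's exact test, adjusted p = 2.74e-33). The ABRE did not pass the camera test there (difference -0.08, adjusted p = 0.163, alternatives 0.000338 to 0.969). In the camera test the median of ABRE ACRs between L57 and DS differed by -0.13 from that of the others (adjusted p = 0.0386), but adjusted p = 0.0638 with an estimated correlation (alternatives 7.62e-05 to 0.969), the last for the reversed sequence used as a control of base composition (difference -0.05). GA repeats, bound by BASIC PENTACYSTEINE factors, were present at 1739 ACRs, of which 28.3% rose from DS to L6 against 17.0% of the others (adjusted p = 6.11e-28), with a difference of medians of 0.24 in the camera test (adjusted p = 0.0172). The reversed sequence, which for a repeat of this kind is almost the same repeat, gave 0.24 as well (adjusted p = 0.015), promoter ACRs alone gave 0.07 (0.624) and an estimated correlation gave an adjusted p of 0.0729, with alternatives from 0.000793 to 0.624. None of the other 13 motifs passed the camera test in any of the 4 comparisons.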

Values the study reported

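The study reported 30,213 ACRs across its ATAC-seq samples, of which 62% were placed in clusters by their course over time, and Pearson correlations from 0.9 to 0.99 between replicates over all of its sample types. Among its clusters, the one specific to dry seeds held the highest share of ACRs over transposable elements. That class was not made here, and how far pseudogene ACRs overlap such elements was not examined.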

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

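Unless stated, the alternatives were fixed before the data were examined. The test in the earlier quasi-likelihood form and the analysis without organelle-like and rDNA ACRs were chosen after the results were seen, and both kept every count of changed ACRs within 1.5 times (4934 higher and 3818 lower ACRs at L6 with the earlier form). Counted over the list tests in every alternative, 1308 results were kept, while 43 became called and 53 lost the call. A result counted as kept if its call and direction held, or if it passed in neither setting, whatever its direction. For named genes the numbers were 5580 kept, 73 newly called, 331 lost and 22 reversed. For motifs they were 392, 20, 7 and 1. These include the reversed consensus, a control and not an alternative, with 58 kept, 1 lost and 1 reversed. Of the counts of changed ACRs, 138 stayed within 1.5 times and 40 did not. Of the counts of list members, 2159 did and 393 did not. Of the position classes 62 were kept, 1 was lost and 1 reversed. The filter on 10 counts in 2 libraries removed no ACR. Unless stated, the cause of a difference was not tested. The L57 libraries had the lowest median counts, 39 and 46 per ACR. Thinning all libraries to the depth of the smallest, also chosen after the results were seen, left as higher and lower counts 3124 and 2300 at L6 against DS, 1666 and 1544 at L26 against L6, 2022 and 1769 at L57 against L26, and 4127 and 3172 at L57 against DS, so the order of the comparisons by count depended on depth.

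With the replicate number as a block, 5212 ACRs were higher and 4190 lower at L6 than in DS, 2549 and 2305 at L26 than at L6, 2191 and 1805 at L57 than at L26, and 5043 and 3597 at L57 than in DS. Same-numbered replicates did not deviate together (correlations from -0.041 to 0.023), so the number pairs no libraries. The block together with GC-corrected offsets gave 3520 higher ACRs at L6 than in DS, adjusted p = 0.145 for the gibberellin and 0.0529 for the floral list between L57 and L26, and -0.18 for PXA1 between L6 and DS. GC-corrected offsets without the block gave 0.143 and 0.0507 for these lists and -0.18 for PXA1, which the main offsets put at 0.43.

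Only ACRs changed at least 2-fold left, as higher and lower counts, 1758 and 676 at L6 against DS, 876 and 613 at L26 against L6, 833 and 793 at L57 against L26, and 2306 and 1535 at L57 against DS. Keeping the ACRs above the median of mean CPM, which tests fewer ACRs, gave 3186 higher at L6 against DS, 1699 higher at L26 against L6, 1357 higher and 1213 lower at L57 against L26, 3158 higher at L57 against DS, and 9848 that differed between stages. In that set the seed maturation (0.0172) and cell wall (0.0397) lists were called between L6 and DS, and the ribosomal (0.305) and seed coat (0.064) lists between L26 and L6 and the small heat shock list between L57 and L26 (0.0575) were not. Its replicate correlations were 0.957 in DS, 0.945 at L6, 0.919 at L26 and 0.909 at L57, with 0.626 to 0.827 between stages.

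The DESeq2 test called 3189 higher and 1297 lower at L6 against DS, 1082 higher at L26 against L6, 816 higher and 1149 lower at L57 against L26, 3390 higher at L57 against DS, and 10882 in the test over all stages. Scaling by 1 factor per library in place of trended offsets changed the same 6 list calls with TMM factors, DESeq2 size factors, total counts and the DESeq2 test. In that order the adjusted p-values were 0.015, 0.0127, 0.0237 and 0.00834 for the light list between L6 and DS, 0.0679, 0.0691, 0.0653 and 0.078 for the ribosomal list between L26 and L6, and 0.000776, 0.000707, 0.00126 and 0.000331 for the light list between L26 and L6. Between L57 and L26 they were 0.00158, 0.00188, 0.00253 and 0.000783 for the LEA list and 0.28, 0.26, 0.22 and 0.258 for the small heat shock list. For the lipid list between L57 and DS they were 0.0354, 0.0362, 0.0373 and 0.0256. The floral list between L57 and L26 had 0.051 with TMM factors only.

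The direction of some single genes turned with 1 factor per library. ABI5 between L26 and L6 turned to -0.33 with TMM factors and -0.35 with DESeq2 size factors. The ACR upstream of SPT turned to -0.45, -0.47, -0.36 (total counts) and -0.47 (DESeq2 test) between L26 and L6, and to -0.16, -0.14, -0.059 and -0.14 between L57 and DS. Also between L57 and DS, UBQ10 turned to -0.26, -0.23, -0.16 and -0.24 in that order. The gene TMM (AT1G80080) turned to -0.075 with TMM factors and -0.053 with DESeq2 size factors and in the DESeq2 test, and SLP2 (AT1G18480) to -0.063, -0.041 and -0.038. The annotation also gives the name SLP2 to AT4G34980 and AT5G54100. AT1G18480 may therefore not be the subtilisin-like protease gene that the study examined.

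With the correlation between list members estimated from the data, 6 of 23 called list tests kept the call. An estimate below the preset 0.01 did not always keep a call, as with -0.044 for the ABA list between L6 and DS. A lost call is therefore not by itself a sign of correlated members. The others had, between L6 and DS, adjusted p = 0.0657 (ABA), and between L26 and L6 0.183 (ABA), 0.162 (LEA), 0.162 (seed maturation), 0.259 (ribosomal), 0.0657 (photosynthesis) and 0.163 (seed coat). Between L57 and L26 they had 0.189 (ABA), 0.304 (small heat shock), 0.341 (gibberellin), 0.183 (lipid), 0.0573 (photosynthesis) and 0.211 (floral), and between L57 and DS 0.115 (seed storage), 0.115 (seed maturation), 0.0712 (small heat shock) and 0.242 (cell wall). The fry test asks whether the members changed at all, not whether they changed more than other genes. It called between L6 and DS the gibberellin (0.0231), lipid (0.0421), ribosomal (0.00629), replication (0.0233), photosynthesis (0.0231), light (0.000784), cell wall (0.00481) and floral (0.00073) lists. Between L26 and L6 it called the light (0.00296), cell wall (0.021) and floral (0.00629) lists. Between L57 and L26 it called the LEA (0.045), seed maturation (0.0295) and replication (0.0152) lists, but not small heat shock (0.0669). Between L57 and DS it called the lipid (0.0231), light (0.0266), seed coat (0.0202) and floral (0.0202) lists.

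With promoters reaching 1000 bp upstream, the gibberellin (0.0203), light (0.0301) and cell wall (0.027) lists between L6 and DS, the seed maturation list between L57 and L26 (0.0021) and the lipid list between L57 and DS (0.0331) became called, and the seed coat list between L26 and L6 was lost (0.123). With the ACR nearest to the transcription start, the ABA list between L57 and L26 was lost (0.0534).

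Leaving out 1 library at a time assumes that the lone library of a stage varies like the other stages. It gave 3330 to 5483 higher and 2497 to 4535 lower ACRs between L6 and DS, 1547 to 2614 and 1153 to 2283 between L26 and L6, 1012 to 2244 and 757 to 1843 between L57 and L26, and 3321 to 5199 and 2305 to 3794 between L57 and DS, and 14303 to 16373 over all stages. Calls changed for the ABA (0.0212 to 0.127) and ribosomal (0.047 to 0.0845) lists between L26 and L6. They also changed between L57 and L26 for the ABA (0.0214 to 0.179), seed storage (0.00682 to 0.65), small heat shock (0.00496 to 0.17), gibberellin (0.000195 to 0.369), lipid (0.0011 to 0.0619) and floral (0.0279 to 0.0971) lists, and for the gibberellin list between L57 and DS (0.044 to 0.712). Motif tests were not rerun in this way.

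In the motif tests, TMM factors brought new calls. Between L6 and DS the differences were 0.26 (Site II), 0.19 (Telo-box), 0.23 (evening element) and 0.14 (TCP), between L26 and L6 -0.18 (ABRE), -0.15 (G-box) and -0.16 (Telo-box), between L57 and L26 -0.16 (ABRE), -0.19 (G-box), -0.13 (Site II) and -0.15 (GA repeat), and between L57 and DS -0.19 (G-box) and -0.13 (DRE). Motifs within 100 bp of the summit brought 0.24 (Site II) and 0.24 (Telo-box) between L6 and DS, -0.11 (ABRE) and -0.20 (Telo-box) between L26 and L6, -0.12 (G-box) and -0.16 (GA repeat) between L57 and L26, and -0.12 (G-box) between L57 and DS. The calls on the GA repeat between L6 and DS and the ABRE between L57 and DS were lost with GC-matched ACRs (0.18 and -0.15), promoter ACRs alone (0.067 and -0.13) and an estimated correlation (0.24 and -0.13), and the reversed ABRE gave -0.05. The reversed TCP site gave -0.27 between L6 and DS. Among ACRs changed at least 2-fold, the share of promoters was 30.2% in DS, no longer differing, and 30.1% at L26, now below that of the other stages.

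Correlations with a pseudocount of 0.1 were 0.958, 0.941, 0.922 and 0.909 within DS, L6, L26 and L57, and 0.741 to 0.86 between stages. From counts with TMM factors they were 0.955 at L6, 0.925 at L26 and 0.896 at L57, with 0.741 to 0.874 between stages.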

Other observations

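The 3 patterns weighed below were picked after the results were seen, and each prediction was written down before its test was run. The overlaps of successive intervals were also computed after the results were seen.

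Some ACRs rose in 1 interval and fell in the next. Of 5324 ACRs that rose from DS to L6, 1022 fell again from L6 to L26, where independent lists would share 421.4. Of 2633 that rose from L6 to L26, 381 fell from L26 to L57, where 163.0 would be shared. Turns the other way showed less or no excess. ACRs that fell from DS to L6 and rose to L26 numbered 422 against 377.5, and those that fell from L6 to L26 and rose to L57 numbered 132 against 180.1. Each pair of contrasts shares the libraries of its middle stage, and an error in their mean pushes the contrasts in opposite directions. An error of this kind that is as likely up as down would raise both kinds of turn. It then does not account for the difference between them. A scaling or GC error shared by the libraries of a stage need not raise both. The overlaps were not recomputed with other offsets, so such an error stays open. Part of the excess can still come from sharing. In 10 simulated draws without any change between stages no ACR was called, with a shared count of 0, so the draws do not measure that part. The promoters of ABI4 (1.56 ± 0.18, then -0.78 ± 0.18) and PIF5 (0.99 ± 0.11, then -0.61 ± 0.12) rose to L6 and lost only part of the rise by L26. ABI4 encodes a factor of ABA responses and PIF5 a factor degraded in light. Of 4 ACRs near the rRNA genes on chromosome 2, 3 rose from DS to L57, by 1.42 at 2412 to 3849, 1.63 at 9577 to 10439 and 0.67 at 5636 to 5896. The fourth, at 1801 to 2049, lay at 0.15 (adjusted p = 0.503), and none of the 4 near those on chromosome 3 passed the test (0.05 to 0.23, adjusted p from 0.206 to 0.899).

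Pseudogene ACRs were over-represented among ACRs highest in DS, with an odds ratio of 7.90 (95% interval 6.78 to 9.19). With offsets corrected for GC content the odds ratio was 1.72 (1.43 to 2.06), so that most of the excess went with GC. Mean GC was 45.4% in pseudogene, 41.5% in gene body, 36.5% in promoter and 33.9% in intergenic ACRs, so GC bias between libraries and a change at pseudogenes cannot be told apart. More background in the DS libraries was predicted to push weak ACRs of every class alike. At matched mean CPM the median change from DS to L6 was lower in pseudogene ACRs by a difference of -0.48 (95% interval -0.51 to -0.46). Mean CPM alone therefore does not account for the fall. The test cannot decide on background, because ACRs were not matched on GC and trended offsets already remove shifts that follow abundance. The correlation of log2 fold change with GC was -0.452 between L6 and DS and lay between -0.132 and 0.11 within replicate pairs.

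A pair of ACRs on chromosome 3, at 7103690 to 7104000 and 7104147 to 7104704, match the chloroplast genome and rose from DS to L57 by 1.52 ± 0.20 and 2.104 ± 0.096, a median of 1.81. The 4 nearest ACRs without such similarity lay at -0.19, 0.43, 0.70 and 1.35, a median of 0.56, so the pair rose more than most of its surroundings, but a rise of the region is not excluded. With GC-corrected offsets the median of the pair was 1.78, which argues against GC bias. Reads from chloroplast DNA, which multiplies as seedlings green, remain a possible source, and neither ACR should be read as a change of nuclear chromatin without reads placed by sequence differences.

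Gene body ACRs were over-represented among ACRs highest at L57, with an odds ratio of 2.73 (95% interval 2.55 to 2.93). Lower depth at L57 was tested by thinning all libraries to the depth of the smallest, which gave 2.8 (2.59 to 3.02). GC-corrected offsets gave 2.01 (1.87 to 2.16), and leaving out either L57 library gave 2.11 (1.96 to 2.27) at the lower end. None of these therefore accounts for the whole pattern, though GC may account for part. A spread of accessibility over transcribed genes in the growing seedling is 1 reading that the data leave open. The study also sequenced RNA at these stages, which was not used here and could test it.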
